A study of Saccharomyces x bayanus with 4 samples. Its data were reported in "The Role of Nucleosome Positioning in the Evolution of Gene Regulation" (2010).

How the data were processed

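A group of 4 replicate samples of total RNA from 1 strain of Saccharomyces bayanus were analysed, each on its own 2-colour array with Cy3-labelled cDNA of that RNA and Cy5-labelled genomic DNA of the same strain. The labels state the dyes of both channels, and the dyes were not swapped on any array. Replicate numbers come from the sample titles.

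Per the file headers, each array was scanned once and read with Agilent Feature Extraction 10.1.1.1, which differs from the version named in the methods of the study. The deposited scanner tables give intensity on a linear scale for each spot, as the median and mean over its pixels, the local background around it, and processed signals that the software made by subtracting a background with spatial detrending and normalizing the dyes by linear and lowess factors. The deposited log10 column is the log10 of processed Cy5 over processed Cy3 and was not used beyond the processed signals it is made from. The authors also deposited a table of log2 values, 1 row per gene and 1 column per array. The methods of the study describe background-subtracted median signals, the log2 of Cy3 over Cy5, the median over the probes of a gene and quantile normalization. Set against the scanner tables, the values of this deposited log2 table equalled, within 1e-06, the log2 of the mean over a gene's probes of the Cy3 to Cy5 ratio of median signals with no background subtracted, for 99.5%, 96.7%, 99.3% and 100% of the genes on replicates 1 to 4. The remaining 25, 180 and 41 values on replicates 1, 2 and 3 each equalled the log2 ratio of 1 of the gene's probes. Its columns had medians of -2.36, -2.25, -2.17 and -2.33, so they were neither centred nor quantile normalized. Scale and direction are therefore known from this match. That table was used as an alternative only.

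The main values follow the methods of the study. The local background median was subtracted from the spot median in each channel, and the log2 of Cy3 over Cy5 was taken. Control spots were left out, as were spots that the software had set aside as outliers, which were 121, 32, 33 and 42 gene probes on replicates 1 to 4. A signal at or below 0 after subtraction has no log and was left out, which affected at most 1 gene probe in Cy3 and at most 9 in Cy5 on an array. The median over the probes of a gene was taken, which with 2 probes equals their mean. A gene needed a value on at least 3 arrays. The gene values were quantile normalized across the 4 arrays and centred on the median gene of each array. No loess within arrays was used, because a ratio of RNA to genomic DNA rises with intensity by construction. Quantile normalization gives genes of equal rank on all arrays equal values, so SDs at the ends of the range can be understated by it, and values before this step are given beside them.

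Genes were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes on an intercept, 2-sided against 0), with Benjamini-Hochberg adjustment over all genes. The calls required an adjusted p under 0.05 and a mean at least 1 log2 unit from the median gene. Other statistics were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Replicate correlations were Pearson's r across genes for the 6 pairs of arrays. The spread of each channel was the SD over arrays of its median-centred log2 intensity, over genes whose probes were all well above background in both channels on all arrays, and its error was taken by jackknife over arrays. Agreement between the 2 probes of a gene, ordered by probe name, was Pearson's r across genes per array, and its difference between ratio and Cy3 alone was tested by exact sign flips over the 4 arrays. The share of probes with genomic DNA signal uses the software's call of a signal well above background.

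The calculations were tested on simulated data first. For the comparison of genes with the median gene, 200 of 5482 genes were shifted by 2 log2 units in simulated spots. These spots had the spread between arrays of the real genes. All 200 were recovered and 0 of the unshifted genes were called, the latter at an adjusted p under 0.05 and a distance of at least 1 log2 unit. All unshifted genes were simulated at the same level, whereas real gene means had an SD of 1.78 log2 units. The simulation therefore checks the calculation and gives no error rate for the real calls.

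The design, the tests, the alternatives and the rule for named genes were fixed before the data were examined, except where an alternative is said to have been added. The rule took the 10 highest genes by mean log2 ratio among genes well above background in Cy5 on all arrays, and the 5 lowest among genes well above background in both channels. It also took the 5 with the largest SD and the 3 highest and 3 lowest in Cy5. Without gene names, at most 2 identifiers high and 2 low were to be printed, which are the 2 highest and 2 lowest by ratio. The alternatives were the processed signals, normexp background correction with an offset of 50 with and without loess, no background subtraction, a floor of 1 scanner count, centring without quantile normalization, the mean of probes, a filter on dim probes, saturated spots left out, Cy3 alone, the authors' deposited table, a distance of 2 log2 units, and each replicate left out in turn.

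Tests of 12 gene sets had been planned. None was run, because none of the identifiers names a gene of Saccharomyces cerevisiae and no table that pairs them was used here. The same holds for the glycolysis genes of the rule for named genes. No genome build is given in the sources used here, and positions of the probes were not analysed here.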

Results

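The data were 4 arrays that measured the RNA level of each gene of the yeast Saccharomyces bayanus, strain NRRL Y-11845, against the genomic DNA of the same strain. RNA came from mid-log cultures in a rich medium and carried the dye Cy3, while sheared genomic DNA carried the dye Cy5. Both were hybridised to the same 2-colour array. Genomic DNA served as a common reference, because each gene offers it a similar number of copies and a Cy3 to Cy5 ratio then places genes on 1 scale of absolute expression. The labels gave 1 group of 4 replicate RNA samples, 1 array for each, so no comparison between groups of samples was made. The questions were how far genes spread around the median gene, how well the replicates repeated each other, and what the genomic DNA channel added.

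Each array carried 10964 gene probes of 55 nucleotides, 2 for each of 5482 genes, and 536 control spots. The median Cy3 intensity of a gene probe was 2747 scanner units in replicate 1, 2881 in replicate 2, 3205 in replicate 3 and 2508 in replicate 4. Cy5 was brighter on every array, with medians of 15249, 14893, 15568 and 13701 scanner units. The local background had a median of 26 to 29 units in Cy3 and of 57 to 63 units in Cy5. A gene probe was therefore 88.9 to 109.9 times its background in Cy3 and 236.6 to 259.7 times its background in Cy5 at the median. Of the gene probes, 98.9% ± 0.256 (SD, n = 4) were well above background in Cy3 and 99.2% ± 0.0483 (SD, n = 4) in Cy5 by the scanner software's own call. No gene probe was saturated in either channel. The number of arrays limited the precision of every SD over them.

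The log2 Cy3/Cy5 ratio had a median over genes of -2.32 ± 0.09 (SD, n = 4). Ratios were then centred on the median gene of each array, so that every value is a level relative to that gene and carries no absolute unit. The 5th percentile of genes lay at -3.07 ± 0.11 log2 units and the 95th percentile at 3.05 ± 0.07 (SD, n = 4 for both). The span between these percentiles was 6.12 ± 0.17 log2 units (SD, n = 4). After quantile normalization across the arrays, limma's one-sample test with Benjamini-Hochberg adjustment was run on all 5482 genes. At an adjusted p under 0.05 and a mean at least 1 log2 unit from the median gene, 1415 genes were above it and 1348 genes were below it. The test sets a gene's level against the noise between arrays and not against differences between probes. Within genes, the log2 ratio of single probes had an SD of 0.37 ± 0.01 between the probes (SD over arrays, n = 4). At a distance of 2 log2 units the counts were 645 above and 558 below. At a distance of 1 log2 unit, loess normalization within each array after normexp background correction moved the count above most, to 634, and the scanner software's processed signals moved the count below most, to 818.

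**Figure D1:**
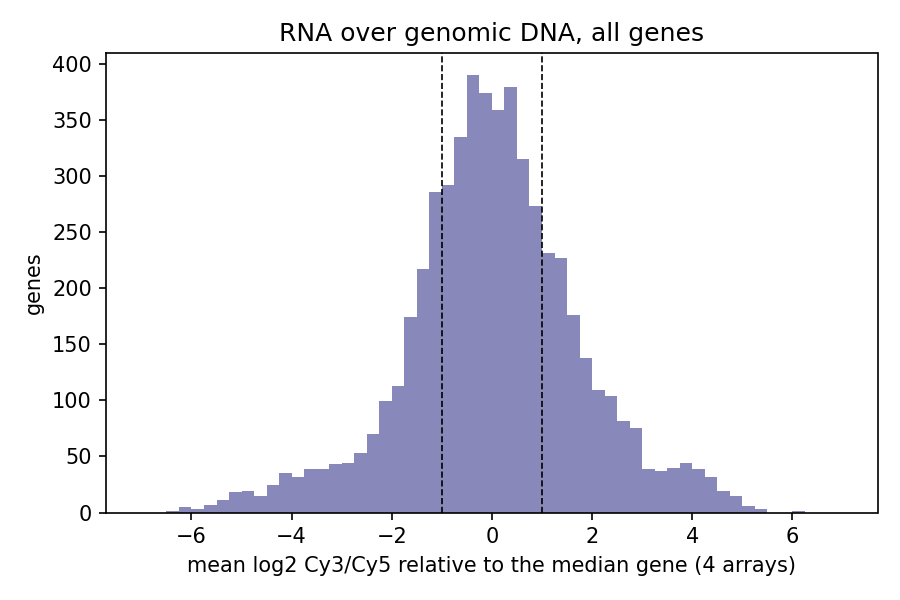
Histogram of the mean log2 Cy3/Cy5 ratio of each of the 5482 genes over the 4 arrays, relative to the median gene, with the number of genes on the vertical axis. Dashed lines mark 1 log2 unit on each side, outside which 1415 genes above and 1348 genes below were called.

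The files gave no gene names beyond the identifiers of the array design, and no positions in a genome, so no chromosome or annotation is given for the genes that follow. They are the 2 highest and 2 lowest genes under the rule stated with the methods. The highest was sbay_c648-g8.1, with a mean log2 ratio of 6.19 ± 0.40 (SD, n = 4; limma adjusted p = 3.22e-08) after quantile normalization. Before that step it was 5.75 ± 0.21 (SD, n = 4), from 5.58 to 6.05 on single arrays. Quantile normalization thus raised the mean of this gene above its value on every array, and raised its SD. After background subtraction the geometric mean intensity of sbay_c648-g8.1 was 149616 scanner units in Cy3 and 13821 in Cy5. Its Cy5 relative to the median gene was -0.09 ± 0.08 log2 units (SD, n = 4). By Cy3 alone sbay_c648-g8.1 ranked 43 among the 5425 genes well above background in Cy5, at 5.74 ± 0.18 log2 units (SD, n = 4) against 7.17 for the highest of them. The 177 genes with a log2 Cy3 of at least 16 had a median Cy5 of 1.22 ± 0.02 log2 units (SD, n = 4) relative to the median gene. Its 2 probes, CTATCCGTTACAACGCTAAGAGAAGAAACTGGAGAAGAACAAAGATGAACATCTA and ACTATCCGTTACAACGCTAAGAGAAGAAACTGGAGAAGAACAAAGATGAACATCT, overlapped by 54 nucleotides, so they were close to repeats of 1 measurement. They gave 5.84 ± 0.21 and 5.65 ± 0.24 log2 units (SD, n = 4 for both).

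The second highest gene was sbay_c659-g27.1, at 5.44 ± 0.21 log2 units (SD, n = 4; limma adjusted p = 6.4e-09). Its probes were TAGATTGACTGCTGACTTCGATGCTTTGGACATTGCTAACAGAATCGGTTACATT, at 5.37 ± 0.37, and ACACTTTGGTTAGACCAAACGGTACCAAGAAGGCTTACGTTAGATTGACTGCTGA, at 5.40 ± 0.36 log2 units before quantile normalization (SD, n = 4 for both). Before that step sbay_c648-g8.1 at 5.75 ± 0.21 and sbay_c659-g27.1 at 5.39 ± 0.34 log2 units (SD, n = 4) differed by 0.36 ± 0.21 log2 units on the same array (SD, n = 4). The first was higher on 4 of 4 arrays, and the order of the 2 genes, which were chosen by these values, was not tested. The 10 highest genes of the rule had mean ratios between 5.03 and 6.19 log2 units after quantile normalization.

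The lowest gene was sbay_c578-g16.1, at -6.05 ± 0.03 log2 units after quantile normalization and -6.06 ± 0.18 before it (SD, n = 4; limma adjusted p = 2.5e-09). Its Cy3 intensity after background subtraction had a geometric mean of 92.7 scanner units, still called well above background on all 4 arrays. Before subtraction, negative control spots had a median of 40.5 units in Cy3. The highest of them had 118 to 338, depending on the array, so this Cy3 signal was weak. The Cy5 of sbay_c578-g16.1 lay 1.06 ± 0.03 log2 units (SD, n = 4) above the median gene. The probes of sbay_c578-g16.1 disagreed by more than the spread between replicates. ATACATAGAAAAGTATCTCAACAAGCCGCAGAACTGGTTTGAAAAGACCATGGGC gave -5.26 ± 0.21 and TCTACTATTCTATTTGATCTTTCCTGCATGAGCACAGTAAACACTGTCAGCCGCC gave -6.87 ± 0.15 log2 units (SD, n = 4 for both).

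The second lowest gene was sbay_c578-g2.1, at -5.77 ± 0.12 log2 units after quantile normalization (SD, n = 4; limma adjusted p = 2.5e-09) and -5.78 ± 0.26 before it (SD, n = 4). Its Cy5 was 0.99 ± 0.08 log2 units (SD, n = 4) above the median gene. Its probes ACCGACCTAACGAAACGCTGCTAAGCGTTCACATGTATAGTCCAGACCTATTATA and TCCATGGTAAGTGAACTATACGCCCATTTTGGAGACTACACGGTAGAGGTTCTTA gave -5.70 ± 0.39 and -5.88 ± 0.22 log2 units (SD, n = 4 for both), within the spread of each other. The 5 lowest genes of the rule had mean ratios between -6.05 and -5.40 log2 units. All 4 named genes kept their direction and passed the threshold under each of the 14 alternatives tried for them. They were chosen as extremes far beyond the distance of 1 log2 unit, so passing it says little. The mean of probes and leaving out saturated spots could not change them. With processed signals the high genes fell to 2.46 and 2.02 and the low genes moved to -3.93 and -3.73 log2 units.

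Replicates were compared by Pearson's r across genes, before quantile normalization. Genes are not independent replicates, so r describes how similar the arrays were and was not tested. Over the 6 pairs of arrays r had a median of 0.991, from 0.984 for replicates 2 and 4 to 0.993 for replicates 1 and 3. For Cy3 alone the 6 pairs ran from 0.985 to 0.994, and for Cy5 alone from 0.984 to 0.993. The alternative that moved the median most was the use of the scanner software's processed signals, with 0.981. No pair of arrays held identical values. All 4 were scanned on 1 date, so the date separated none of them.

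The spread between arrays was then compared between channels. The Cy5 channel holds the common reference, which was meant not to vary with the RNA sample. Over the 5363 genes with both probes well above background in both channels on all arrays, the median SD over the 4 arrays was 0.133 log2 units in Cy3 and 0.0557 in Cy5. The Cy3 value was 2.39 times the Cy5 value, with a jackknife standard error of 0.452 over the 4 arrays. Cy3 had the larger SD in 90.9% of these genes. The log2 ratio itself had a median SD of 0.110, smaller than that of Cy3 alone. Single probes had an SD between arrays of 0.227 log2 units in Cy3 and 0.179 in the ratio. Division by genomic DNA thus went with a smaller spread between arrays, a difference that was not tested. With the processed signals the Cy3 median fell to 1.11 times that of Cy5, the largest move among the alternatives.

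**Figure D2:**
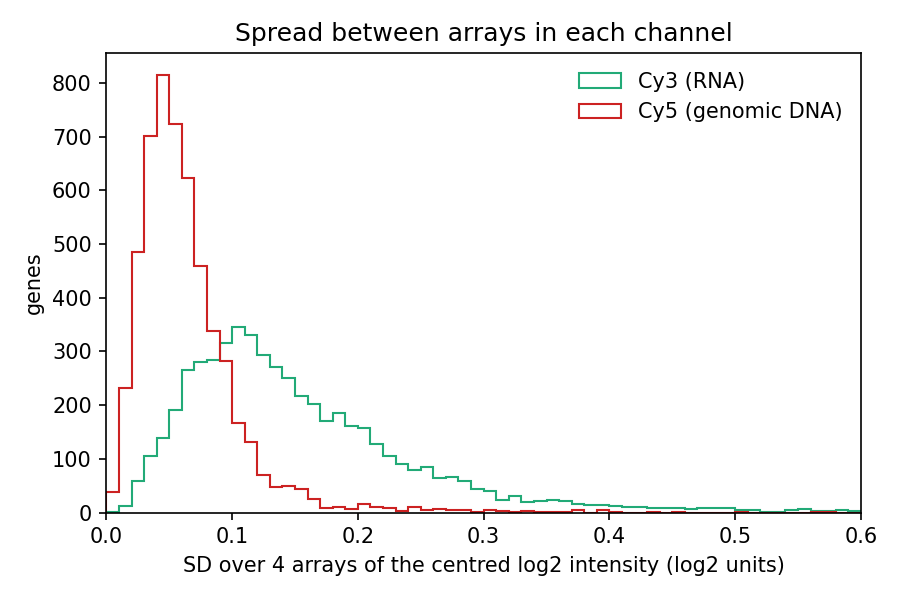
Histograms of the SD over 4 arrays of the median-centred log2 intensity of 5363 genes, in Cy3 (RNA) and Cy5 (genomic DNA), with SD in log2 units on the horizontal axis and genes on the vertical axis. The medians are 0.133 for Cy3 and 0.0557 for Cy5, and 48 genes in Cy3 and 5 in Cy5 with an SD above 0.6 are off the axis.

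Division by genomic DNA is meant to remove differences between probes, so the agreement of a gene's 2 probes was compared with and without it. Across the genes of an array, r between the first and the second probe was 0.950 ± 0.00397 for the log2 ratio and 0.948 ± 0.00873 for log2 Cy3 alone (SD, n = 4 for both). The difference, ratio minus Cy3, was 0.00213 ± 0.00526 (SD, n = 4). It was above 0 on 3 of the 4 arrays and did not exceed the spread between them (exact two-sided sign-flip test, p = 0.625). With 4 arrays the smallest p this exact test can give is 2 of 16 sign assignments, so it could not have reached 0.05. With the processed signals the sign turned, with a difference of -0.172 ± 0.0165 (SD, n = 4). Without replicate 1 the difference was -0.000156, so its sign rested on that array. The probes of 1199 genes, or 21.9%, overlapped in sequence, by 38 nucleotides at the median. Over the other 4283 genes the difference was 0.00175 ± 0.00784 (SD, n = 4). The SD between the probes of a gene was 0.37 ± 0.01 log2 units in the ratio and 0.39 ± 0.04 in Cy3 (SD over arrays, n = 4), and smaller in the ratio on 3 of the 4 arrays, a difference that was not tested. For Cy5 alone, r between the probes was 0.805 ± 0.0139 (SD, n = 4).

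**Figure D3:**
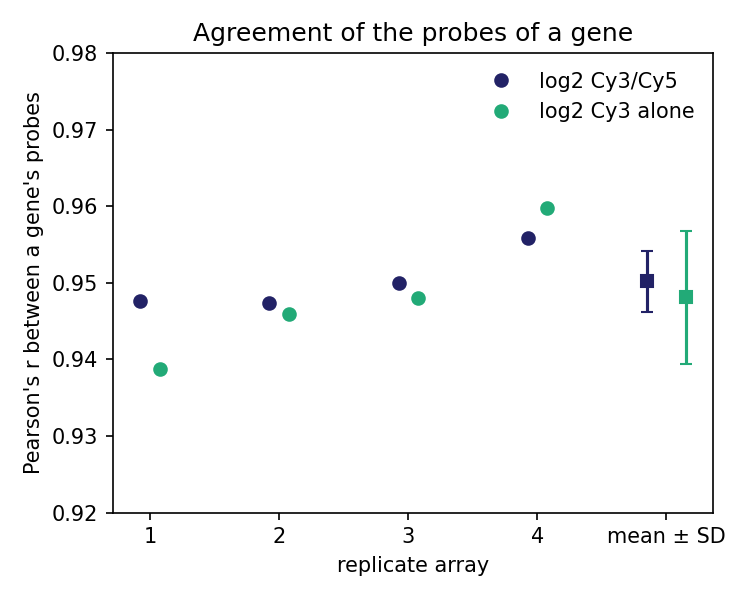
Pearson's r across genes between the first and second probe of a gene on each of the 4 arrays, for the log2 Cy3/Cy5 ratio and for log2 Cy3 alone, on a vertical axis that does not start at 0. Squares with bars are the mean and SD over the 4 arrays, 0.950 ± 0.00397 for the ratio and 0.948 ± 0.00873 for Cy3, which overlap.

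The genomic DNA signal should be similar for genes present once in the genome. The mean log2 Cy5 of 93.3% of genes lay within 1 log2 unit of the median gene, with the 5th percentile at -0.78 and the 95th at 0.92. On all 4 arrays, 13 genes were at least 2 log2 units above the median gene in Cy5 and 63 genes were at least 2 log2 units below it. At a distance of 1 log2 unit these counts were 200 and 114. The processed signals gave 213 genes above and 100 below at 2 log2 units, the largest move among the alternatives at that distance. Without replicate 4 the first count was 21 instead of 13, while that of low genes stayed at 63 whichever replicate was left out. The 3 highest genes had a centred log2 Cy5 between 2.75 and 3.07. The 3 lowest of the 5425 genes well above background in Cy5 on all arrays lay between -3.88 and -3.01. The 63 low genes were also dim in Cy3, with a median intensity of 65.2 ± 10.6 scanner units against 2872 ± 302 for all genes (SD, n = 4 for both). Only 7 of them were well above background in Cy3 on all arrays and 6 in Cy5, so most of their ratios rest on weak signals. Of these 63 genes, 45 were among the 1415 called above the median gene.

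**Figure D4:**
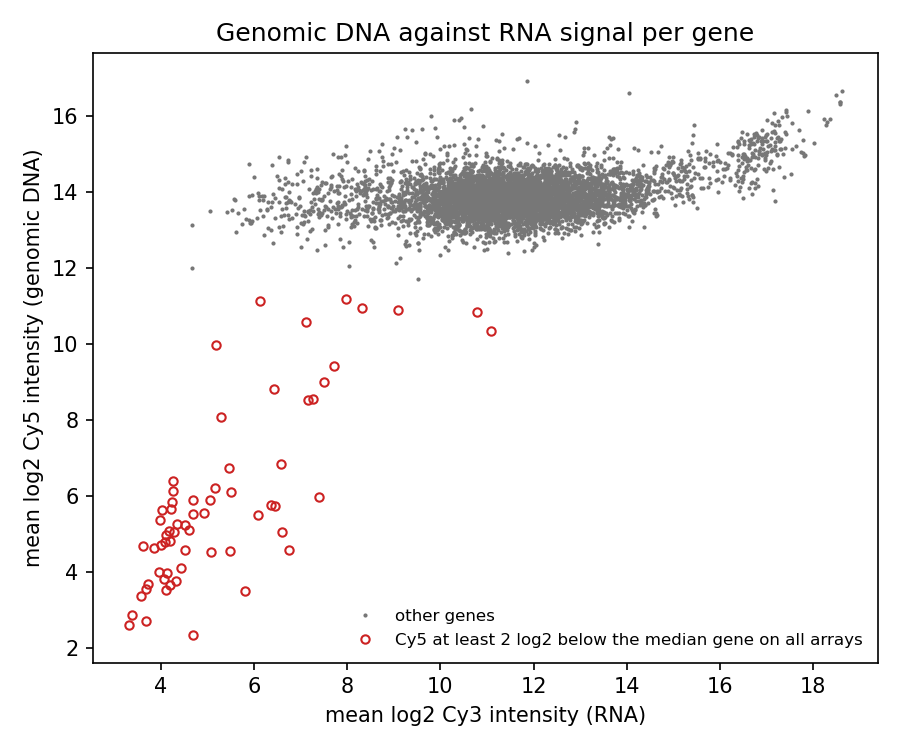
Mean log2 Cy5 intensity (genomic DNA) against mean log2 Cy3 intensity (RNA) of each gene over the 4 arrays, in log2 scanner units. Circles mark the 63 genes with Cy5 at least 2 log2 units below the median gene on all arrays, and dots mark the other genes.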

Values the study reported

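The study stated that most biological replicates of its expression arrays correlated at R = 0.99, and that replicates with R<0.95 were left out. It described custom arrays with 2 probes for each target gene.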

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

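The tests in this part were all chosen after the results were seen, and since the design holds 1 group of samples, no biological explanation was tested.

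Among 29 values set against the other arrays, 2 lay far from them, and chance alone does this for about 1 in 20 groups. The scanner software set aside 121 gene probes as outliers in replicate 1, against 32, 33 and 42 in replicates 2, 3 and 4. Poor probes would be set aside repeatedly, but only 3 of the 121 probes were set aside on another array too, which argues against probes of poor quality. The 121 spots reached from row 2 to row 192 of the 192 rows, but many lay close together. The quartiles of their rows were 116 and 184, and those of their columns 3 and 17 of 82. The median distance from each to the nearest other such spot was 1.41 spot positions, against 5.39 for random spots (permutation p = 0.001, the smallest that these permutations can give). Damage in 1 area of the array may therefore account for many of these spots, though not for those far from it. Leaving that replicate out changed the count of genes above the median gene from 1415 to 1418.

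The other value far from the rest was a count of gene probes with a Cy3 signal at or below its background, which was 1 in replicate 2 and 0 in each of the other replicates. A difference of a single probe among 10964 was not tested further.

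Control probes other than the negative control spots were used in no comparison, and 8 of their 59 kinds were above the highest negative control spot on all 4 arrays. That spot had 118 to 338 scanner units in Cy3 and 193 to 872 in Cy5, depending on the array. In Cy5, mean intensities over the 4 arrays were 2976.5 for (+)E1A_r60_a22, 3002 for DCP_22_0, 3275 for DCP_22_2, 1411 for DCP_22_4, 1751 for DCP_22_6 and 1687 for DCP_22_7. GE_BrightCorner spots reached 1413. In Cy3 alone (+)E1A_r60_a135 was above the limit, with a mean of 434.75. Cy3 light read in the Cy5 channel would leave Cy5 below Cy3, but Cy5 of (+)E1A_r60_a22 was 3.40 ± 0.41 (SD, n = 4) times its Cy3. Control RNA added to the samples would raise the E1A control probes together, and more in Cy3. Above the highest negative spot on all arrays were 2 of the 10 in Cy3 and 1 in Cy5, and a first reading of these counts took them as evidence against added RNA. Above the 95th percentile of negative spots were 6 of the 10 in Cy3 and 1 in Cy5, so the reading depends on the limit. Mean Cy3 of the listed DCP_22 kinds ran from 702 to 844.7, and that of GE_BrightCorner was 367.75, all below their Cy5. This argues against added RNA as the whole cause in these kinds. The probe (+)E1A_r60_a135 went the other way, with 142.9 in Cy5. As part of the signal, added RNA and hybridisation of yeast RNA or DNA to the control probes cannot be told apart, because no record of added controls was used here.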

How the results depend on the processing

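Leave-one-out values of the replicate correlation, the restriction to genes whose probes do not overlap, and all alternatives for the 63 genes with little genomic DNA signal were added after the data were seen. The other alternatives were planned.

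With processed signals, 708 genes were above and 818 below the median gene, and loess after normexp left 634 above and 985 below. The share of calls that were above was 39.2% with loess and 51.2% in the main values. A distance of 2 log2 units gave 645 and 558. Both normalizations of the dyes narrowed the ratio, with an SD over gene means of 0.99 and 1.09 against 1.78, so fewer genes could pass the distance. Of the 1415 genes above, 614 were also above with processed signals and 549 with loess. Under normexp without loess, 43 of them were below. Cy3 alone, with 1414 above and 1277 below, shared 1200 and 1064 genes with the main values, and it also put 43 of the genes above below. Every other alternative stayed within 1.5 times of the main counts, from 1390 to 1418 above and from 1277 to 1370 below. Leaving out saturated spots changed nothing because there were none, and the mean of 2 probes is their median.

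With processed signals the replicate correlations were 0.981 at the median, 0.977 at the lowest and 0.985 at the highest pair. Spearman's rho had a lowest pair of 0.981. Leaving out each replicate moved the lowest pair between 0.984 and 0.990. Those signals gave median SDs of 0.105 in Cy3 and 0.0952 in Cy5, a quotient of 1.11, and Cy3 larger in 58.1% of genes. The cause was not tested. Leave-one-out ranges were 0.107 to 0.141 for Cy3, 0.0389 to 0.0584 for Cy5, and 83.7% to 89.7% of genes with Cy3 larger. The lowest SDs came without replicate 4.

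The difference in probe agreement was -0.172 with processed signals and ran from -0.000156 to 0.00411 with each replicate left out, the negative value without replicate 1. No setting could reach an exact p of 0.05. In Cy5, processed signals put 213 genes above and 100 below, and a distance of 1 log2 unit put 200 above and 114 below. Leave-one-out counts above were 13 to 21, with 21 without replicate 4.

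The median ratio of the 63 genes with little genomic DNA signal was 1.75 in the main values. It was -3.74 under normexp, -0.27 with processed signals and -6.82 for Cy3 alone. It stayed positive without background subtraction, at 1.39, with a floor of 1 count, at 2.20, and in the authors' deposited table, at 1.39. Normexp fitted a mean Cy5 background of 10239 units, and it left these genes at medians of 1681 units in Cy5 and 74.6 in Cy3, against 43.1 and 26.4 after plain subtraction of mean signals. Raised Cy5 values of these genes thus lowered their ratio, although their Cy3 rose as well. How far the median gene used for centring added to the move to -3.74 was not tested. The cause of the change with processed signals was not tested.

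Gene set tests, with their permutation alternative, were not run, because no table that pairs the identifiers with gene names was used here. Signal over background was not limiting for most genes, at a median of 88.9 to 109.9 in Cy3, but it limited the 63 genes, whose Cy3 was 65.2 units against 40.5 for negative controls.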

Other observations

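The tests of explanations in this part were all chosen after the results were seen, 24 together with those of the control and set-aside spots, and each explanation is a hypothesis. Some tests were revised after a first result, which is then given as well. The design holds 1 group of samples, so no biological explanation was tested against a group.

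The 63 genes with little genomic DNA signal lay at least 2 log2 units below the median gene in Cy5 by definition, and 6 of them were well above background there on all arrays, so the distance of most has only a bound. Both their channels were far nearer to negative controls than to other genes. Their median intensity was 115.7 ± 16.6 in Cy5, against 65.8 ± 2.87 for negative control spots and 15016 ± 856 for all genes (SD, n = 4 for each). One failed probe per gene would leave the other probe bright, but both probes were low on all arrays in 53 of the 63 genes, or 84.1%, where spots without a value count as low. A first count, which took such spots as not low, gave 36. In the remaining genes a failed probe stays open. Probe GC content argues against itself as the cause, since the trend of Cy5 with GC foresaw a median of -0.073. Poor labelling of the DNA at these genes would leave their RNA visible, but 11.1% of them were well above background in Cy3 on all arrays, against 98.9% of other genes. Identifiers carry a block number, whose meaning the files do not define. Of the 63 genes, 85.7% were alone in their block, against 1.29% of other genes (Fisher's exact test, 2-sided, p = 4.31e-85, across genes). Gene models whose sequence is absent from the hybridised DNA, such as models on short pieces of an assembly, may account for these genes. No genome was used to check this.

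These genes did not look unexpressed in the ratio. Their median centred ratio was 1.80 ± 0.30 (SD, n = 4) and, after quantile normalization, 1.75, above that of 85.8% of genes, although their Cy3 alone had a median of -6.82. A ratio of 2 signals near background is a candidate explanation. It was first tested by the change to -3.74 under normexp, which does not bear on it because normexp raised their Cy5. Negative control spots, which carry no gene, were then compared. Without background subtraction their centred ratio was 1.57 ± 0.08, against 1.44 ± 0.16 for the 63 genes (SD, n = 4 for both). With it, the 63 to 68 control spots that kept a ratio had 2.52 ± 0.22 (SD, n = 4). The median SD between arrays of the ratios of the 63 genes was 0.44, against 0.11 for other genes.

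The larger spread of Cy3 than of Cy5 was followed further. If it were noise of single spots, a difference between 2 arrays would not be shared by the 2 probes of a gene. Over 4222 genes with probes that do not overlap, the correlation across genes of such differences was 0.218 to 0.516 over the 6 pairs of arrays in Cy3 and 0.0432 to 0.118 in Cy5. Genes are not independent replicates, but spot noise as the whole cause is argued against. At intensities like those of Cy5, in 213 genes, the median SD was still 0.1327 in Cy3 and 0.0560 in Cy5. Removing trends with level and probe GC left a median SD of 0.129 in Cy3. The part shared by both probes was 36.5% of the variance of single probes in Cy3 and 6.54% in Cy5. Noise of single spots or probes thus remains a large part of the spread of single probes. Gene values average 2 probes, which lowers the part that is not shared, so its share is smaller in them. For the shared part, a difference between RNA samples and one in the labelling and hybridisation of each RNA cannot be told apart at a median correlation of 0.338, because each RNA was on 1 array.

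Cy5 was not flat over the range of RNA levels. The 177 genes with a log2 Cy3 of at least 16 had a median centred log2 Cy5 of 1.22 ± 0.02 (SD, n = 4), against -0.03 for genes under 14. The ratio therefore understated these genes relative to Cy3 alone, with medians of 4.13 and 5.39 log2 units. Probe GC argues against itself as the whole cause, since 1.06 remained after its trend was removed. Stretches of 20 nucleotides shared with a probe of another gene, which 46.5% of the 200 genes with high Cy5 had against 3.85% of all genes, also leave the excess. The 99 bright genes without one had a median of 1.15. The excess of Cy5 over the median of genes under 14 was a median of 16.1% of Cy3 in the bright genes. That baseline would itself hold such a share, so the excess from it shrinks in dim genes by construction. Measured from genes with a log2 Cy3 under 12, medians of Cy5 rose by 15.9% of the rise in Cy3 in genes between 12 and 13, and by 15.8%, 16.5%, 19.3% and 17.2% in the brighter bins in turn. A share of about this size at all levels could come from light or from carried RNA. Single genes departed from it. In 13 of the 177 bright genes the whole Cy5 signal was under 16.1% of Cy3, and sbay_c648-g8.1, the highest gene by ratio, was the 1 bright gene with no excess. Light that adds 1 fixed share at every spot would leave no gene under that share. The 13 genes therefore argue against light at 16.1% of Cy3 as the whole cause. Cy3 light read in the Cy5 channel or RNA carried into the labelled genomic DNA could add to Cy5, but neither was shown to account for all of the excess. If light does, Cy5 of a probe should follow the Cy3 of the gene's other probe from array to array. The test was first run on all 177 bright genes, where the slope was 0.136 (95% bootstrap interval over genes 0.0705 to 0.195). That was below the 0.198 that the excess foresees, with an interval of -0.108 to -0.0164 for the difference, and above the 0.0524 of genes with a log2 Cy3 of 12 to 14. It was then limited to the 83 bright genes with probes that do not overlap, where the slope was 0.121 (interval 0.0268 to 0.218). That interval holds both the 0.174 foreseen there and the 0.0481 of genes with a log2 Cy3 of 12 to 14. Since the reading depends on the genes used, this slope cannot tell light from Cy3 and carried RNA apart. A smaller share of light, carried RNA, and both together stay possible. Gene copies that no probe shows stay open as well.

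Division by genomic DNA may overcorrect for base composition. Between the 2 probes of a gene, 10 points more GC went with 0.50 ± 0.01 log2 units more Cy5 but 0.19 ± 0.02 more Cy3, and with a change of -0.31 ± 0.01 in the ratio (SD, n = 4 for each). The slope of the Cy3 difference on the Cy5 difference was 0.524 ± 0.108 (SD, n = 4), where full division assumes 1. A stronger dependence of Cy5 than of Cy3 on probe GC is a possible explanation for the small difference in r between ratio and Cy3. The range of gene levels, which was smaller in the ratio, also enters that difference. Dependence on probe GC is no account of the SD between probes, which was smaller in the ratio on 3 of the 4 arrays.

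Genes with adjacent identifier numbers in a block had weakly correlated ratios. Over 4976 such pairs the correlation across genes was 0.0986, and it was 0.0451 at a distance of 2 and 0.0167 at a distance of 3. Permuting genes within blocks gave an r of at most 0.0441 at the upper end of the central 95% (permutation p = 0.0001, the smallest that these permutations can give), which argues against differences between whole blocks. With probe GC and Cy5 removed it was 0.115. In 4649 pairs without stretches shared between genes it was 0.0668, above the 0.0377 of permuted genes, so shared stretches explain at most part of it. Cy5 alone had a correlation of 0.143 for adjacent numbers, 0.0450 at a distance of 2 and 0.0143 at a distance of 3. Likeness of neighbours was therefore not limited to the RNA channel, and its source in Cy5 was not tested. If the numbers follow the order along the chromosome, which was not analysed here, nearby genes may share part of their expression level.

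Block 626, singled out after its values were seen, had the lowest median ratio of the 162 blocks with at least 10 genes. Over the means of its genes that median was -2.15 log2 units, and the medians of single arrays were -2.26 ± 0.27 (SD, n = 4). Of its genes, 17 of 19 lay below the median gene. The next lowest block had a median of -1.09 over the means of its genes. Chance among blocks is argued against, since permuted genes gave a lowest block as low in few permutations (permutation p = 0.0021). The block's Cy5 was usual, with a median of -0.17 ± 0.06 (SD, n = 4), and with probe GC and Cy5 removed its ratio was -2.36. Its 14 genes without a stretch shared with another gene had a median of -2.10. Why these genes had little RNA was not tested.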
